A study of Rattus norvegicus with 98 samples. Its data were reported in "Integrative multi-omics landscape of fluoxetine action across 27 brain regions reveals global increase in energy metabolism and region-specific chromatin remodelling" (2022).

How the data were processed

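H3K27ac, an acetylated histone residue found at active promoters and enhancers, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in micropunched brain regions of male Long-Evans rats. The animals received fluoxetine in the drinking water at 18 mg per kg per day for 6 weeks (FT) or vehicle (Sham). Tissue of several animals was pooled for each replicate, and all regions of a replicate came from the same pool of animals. Peak lists of 94 libraries were analysed here, 47 Sham and 47 FT, from 25 regions. In 21 regions there were 2 libraries per treatment, and in 4 regions (arc, HB, MPOA and PVN) there were fewer. The 4 input libraries entered no comparison, and other regions of the study were not analysed here.

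The authors aligned the reads to the Rn5 rat genome (Ensembl) and called peaks with DFilter on each library separately, not on pooled replicates. The aligner and the software versions are not given in the sources used here. Each deposited list has 8 columns and gives the position of a peak and its centre. The authors' −log10 p-value per peak ran from 4 to 200, and 150893 peaks (3.77% of 4001711) stood at the upper limit. The highest score of the filter within a peak and the normalised tag count of the peak were deposited as scores, the second rounded to whole numbers, and both depend on the library. The false discovery rate was deposited as a percent and was 0 for every peak. Peak widths were multiples of 100 bp. Read counts and sequencing depth were not part of the lists, so the depth of each library is unknown, no counting interval was computed, and a longer list cannot be separated from a more deeply sequenced or better enriched library. The scores were used only to rank peaks within a list.

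The study tested differential acetylation on reads counted per peak. Peak lists hold no such counts, so occupancy of windows was compared instead. The genome was divided into windows of 1 kb, and a window was occupied in a library when peaks covered at least 50% of it. Full lists were used as deposited. Equal-size lists held the 19378 best-scoring peaks of each library, the length of the shortest list. Starts were read as counting from 0, and coordinates are given counting from 1 on Rn5. An annotation of Rn5 was not used here, so the share of peaks at promoters was not computed and loci are given without gene names.

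The numbers of peaks and covered bases per library were compared as log2 ratios of the FT mean to the Sham mean in each region, with a two-sided permutation test that flipped the sign of regions at random (100000 resamples). A single region with 2 libraries against 2 cannot give a two-sided p below 0.333, so tests were made over regions. Since regions share the pooled animals, such a test bears on these pools and not on animals. Consensus elements were joined stretches covered by peaks of at least 2 libraries. Similarity of libraries was the Jaccard index, the number of windows occupied in both libraries divided by the number occupied in either. The share of libraries whose most similar library came from the same region was compared with permutations of the region labels within treatment and replicate number (one-sided). The Jaccard index of same-treatment libraries minus that of FT with Sham libraries of the other replicate number was tested by sign-flip over regions (two-sided).

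A window separated FT from Sham when both FT libraries occupied it and neither Sham library did, or the reverse. The 4 libraries of a region can be split 2 against 2 in 3 ways: by treatment, by replicate number, and crossed. The statistic was the mean over regions of the log2 ratio of the treatment split to the mean of the other splits, tested against 100000 draws of a random split per region (one-sided). With a replicate left out, the treatment split set the lone library against the pair of the other treatment. The other splits then set each library of that pair against the remaining 2. Such ratios depend on how alike the pair is and are not on the scale of the main ratio. For changes shared by regions, the sign of FT minus Sham mean occupancy was taken per window and region on equal-size lists, and windows occupied in at least 10 and empty in at least 10 libraries were tested with an exact two-sided sign test over regions. The p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and adjoining windows called in the same direction were joined into loci. The loci named are the 5 with the lowest p in each direction, with ties broken by the larger mean difference and then by position. The 6 regions that the study names as most affected in H3K27ac were compared by mean rank with 100000 random sets of 6 regions (one-sided). These designs, the naming rule and most alternatives were fixed before the data were examined.

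The replicate number marks libraries that were processed in parallel, according to the study's methods, and so pairs an FT with a Sham library. On equal-size lists, the difference between replicates 1 and 2 in Sham correlated over windows with that in FT at a mean of 0.01 over 21 regions (range -0.07 to 0.12), so libraries of the same number deviated together little. Alternatives were the replicate block, a stricter threshold (p below 1e-06 by the caller), other list sizes (10000 or 5000 peaks, or the shortest list of each region), windows of 500 bp or 5 kb, occupancy from 1 bp on, the Jaccard index on base pairs, other filters (5 or 20 libraries), and leaving out each replicate in turn.

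The window statistics were tested on simulated occupancy drawn from the observed occupancy of each region. All libraries of a region were drawn independently from the same occupancy. The simulation thus held no difference in yield, peak width or pool, and it does not bear on false calls from such differences. For the test of windows changed across regions, no window was called among 51997 without a change, and 24 of 100 windows with an occupancy difference of 0.4 and 80 of 100 with a difference of 0.6 were recovered among 51993 tested, with 0 false calls. For the comparison of splits, the mean log2 ratio was 0.001 without a change, and of 300 separating windows added per region a mean increase of 288 was found. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.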

Results

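The lists describe where H3K27ac was enriched in 25 rat brain regions after chronic fluoxetine (FT) or vehicle (Sham). A list held 19378 to 53135 peaks in the 47 Sham libraries and 24429 to 54505 in the 47 FT libraries. The depth of the libraries is unknown. The single Sham library of HB (habenula) stood apart from the start: its median peak width was 500 bp against at least 1000 bp in every other library, and its highest Jaccard index with any other library was 0.0285. It was kept in the comparisons over 25 regions. HB is not among the 21 regions with 4 libraries. Sham PLC replicate 2 and Sham ILC replicate 2, which are, had a median width of 1000 bp. Their highest Jaccard indices were 0.366 and 0.363.

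Whether fluoxetine altered the number of acetylated sites was asked first. FT lists were longer, at a mean of 47584 ± 5132 peaks (SD, n = 47 libraries) against 37559 ± 8870 in Sham (SD, n = 47 libraries). The mean log2 ratio over the 25 regions was 0.36 and was above 0 in 22 of them (permutation test by sign-flip, two-sided, p = 1e-05, the smallest the resamples can give). Among the alternatives, leaving out Sham replicate 1 moved it most, to 0.54, and leaving out Sham replicate 2 gave 0.25. Without HB the ratio was 0.35. By pool, over the 21 regions with 4 libraries, the means were 40943 ± 7307 peaks in Sham replicate 1, 34518 ± 8966 in Sham replicate 2, 46551 ± 6693 in FT replicate 1 and 48272 ± 3495 in FT replicate 2 (SD, n = 21 regions). The Sham pools thus differed from each other by more than the FT pools did, and 2 pools against 2 cannot give an exact two-sided p below 0.333.

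Both FT lists were longer than both Sham lists in 13 of the 21 regions, where chance gives 16.7% of regions, and both were shorter in 0. In the remaining 8 regions the lists overlapped in length. The ratio was largest in PLC (prelimbic cortex), where Sham had 25103 ± 7741 peaks and FT 52587 ± 2713 (SD, n = 2), a log2 ratio of 1.07. ILC (infralimbic cortex) followed with 0.90 and MPOA with 0.88, the latter with 1 FT library. Without Sham replicate 2 these 2 had 0.55 and 0.56, below MS (medial septum, 0.77) and NaCcore (core of the nucleus accumbens, 0.76). PLC then had 0.78. Without Sham replicate 1 ILC had 1.35, MPOA 1.29 and PLC 1.42. In InsularCortex the log2 ratio was -0.01, in arc -0.04 and in venDG (ventral dentate gyrus) -0.10, each within the spread between replicates of 0.26 (SD of log2 peak number). Ratios above 0 also lay within it in LH (0.23), PVN (0.18), dorDG (0.18), MDT (0.17), Raphe (0.12), LC (0.10) and Snt (0.08). This spread is of single libraries and pooled over regions, so it can exceed that of a given region. In dorDG and MDT both FT lists were longer than both Sham lists. In dorDG the log2 ratio of replicate 1 to 2 was 0.04 in Sham and -0.05 in FT. In NaCshell (shell of the nucleus accumbens) FT replicate 1 had 24429 peaks and FT replicate 2 had 49521, so 1 library sets the mean there.

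**Figure D1:**
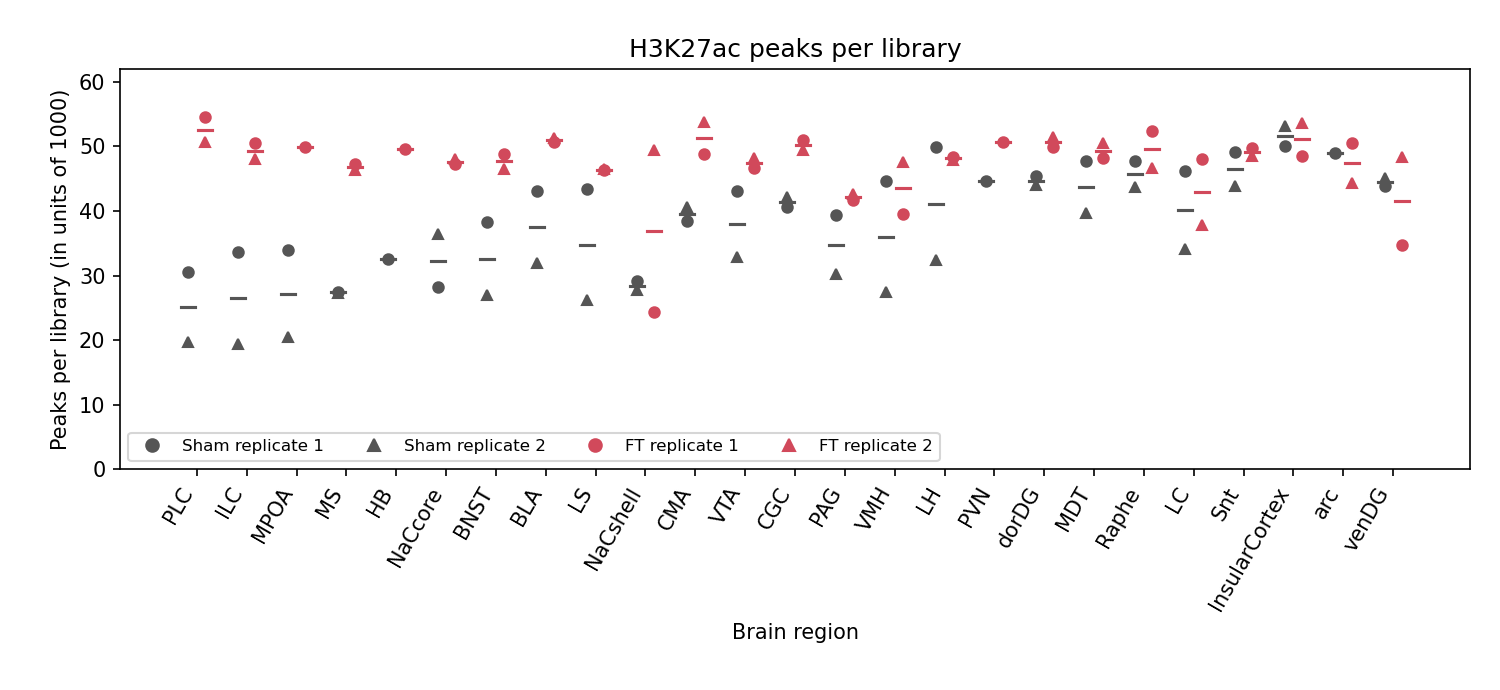
Number of H3K27ac peaks (y axis, in units of 1000) in each library by brain region (x axis), with Sham in grey, FT in red, circles for replicate 1, triangles for replicate 2 and bars for the mean of a group. Regions are ordered by log2 ratio, from PLC at 1.07 to venDG at -0.10.

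Covered length was compared because peak number can change when peaks split or join. Peaks covered 78.1 ± 9.64 Mb in FT libraries and 57.2 ± 18.2 Mb in Sham libraries (SD, n = 47 libraries each). The mean log2 ratio over 25 regions was 0.53, above 0 in 22 regions (permutation test by sign-flip, two-sided, p = 1e-05). Median peak width was also higher in FT, at 1638 ± 79.5 bp against 1468 ± 216 bp (SD, n = 47 libraries each), with a mean log2 ratio of 0.20 (permutation test by sign-flip, p = 1e-05). Without HB these ratios were 0.46 and 0.14.

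Joining the stretches covered in at least 2 libraries gave 134130 elements over 235 Mb, with a median width of 1700 bp. The median element was covered in 7 regions, 22873 elements (17.1%) were covered in all 25 regions, and 11031 (8.22%) in 1 region. Elements covered in FT libraries and in no Sham library numbered 11864, against 7659 covered in Sham and in no FT library. Without HB there were 131389 elements, 11699 of them covered in FT and in no Sham library and 5700 in Sham and in no FT library. The count moved most when a single library sufficed, to 189699, and was 96707 at the stricter threshold.

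Whether peak sets grouped by brain region was asked next. On equal-size lists, the most similar library came from the same region for 81 of 94 libraries (86.2%), where permuted labels gave a mean of 3.68% (permutation test, one-sided, p = 1e-05). This held for 43 of 47 FT and 38 of 47 Sham libraries. The share was lowest with 5 kb windows, at 71.3%, and was 88.0% of 92 libraries without HB. Libraries with a nearest neighbour in another region included Sham Raphe replicate 1, nearest to Sham Snt replicate 1 (nucleus of the solitary tract) at a Jaccard index of 0.834, and Sham ILC replicate 1, nearest to Sham CGC replicate 1 (cingulate cortex) at 0.684. Raphe and Snt were also the closest pair of regions, with a mean index of 0.750.

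The distinctness of treated and untreated profiles within a region was then tested. Over the 21 regions, same-treatment libraries exceeded FT with Sham libraries in Jaccard index by 0.0451 on equal-size lists, with a positive difference in 20 regions (permutation test by sign-flip, two-sided, p = 2e-05). Pairs of FT libraries of a region had a mean index of 0.775 ± 0.0569 (SD, n = 22 pairs), while pairs of Sham libraries had 0.658 ± 0.118 (SD, n = 22 pairs). The difference was 0.139 without Sham replicate 1 and 0.0632 without Sham replicate 2. With an FT replicate left out, only the Sham pair gives a same-treatment index. The difference was then 0.0271 without FT replicate 2 (p = 0.00284, positive in 17 of 21 regions) and -0.0483 without FT replicate 1 (p = 0.0216, positive in 6; permutation tests by sign-flip). It also fell with the difference in list length as a covariate, to 0.00647 (permutation test of splits, two-sided, p = 0.278), an alternative chosen after the data were seen.

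Windows that separated FT from Sham were counted as the occupancy form of differential acetylation. On full lists, 204723 windows summed over 21 regions were occupied in both FT and no Sham library and 16633 the reverse, while the replicate split held 76755 and the crossed split 66981. The treatment split exceeded the mean of the others by a mean log2 ratio of 1.45 (permutation test, one-sided, p = 1e-05) and was the largest split in 15 regions. On equal-size lists the counts were 67956 and 19936 against 35493 and 31949, a mean log2 ratio of 1.25 (permutation test, one-sided, p = 1e-05), with the treatment split largest in 18 regions. The share of separating windows higher in FT was 92.5% on full lists and 77.3% on equal-size lists. Equal-size lists match the number of peaks and not the number of windows: FT lists still held 41651 ± 2300 windows against 36162 ± 6711 in Sham (SD, n = 47 libraries each). With peaks reduced to their centres, where lists hold nearly the same number of windows, 25415 windows were higher in FT and 18302 higher in Sham (58.1%). With 5 kb windows the equal-size ratio was 1.99. When 1 FT library per region was compared with 2 Sham libraries the ratio lost its call, at 0.061 without FT replicate 1 (p = 0.225) and 0.064 without FT replicate 2 (p = 0.22; permutation tests). With 1 Sham library against 2 FT libraries it was 1.06 without Sham replicate 1 and 0.59 without Sham replicate 2. The other splits come from within the pair here, and Sham pairs were less alike than FT pairs. The low ratios with 1 FT library thus cannot be told apart from an effect of unlike Sham libraries. On full lists the values with 1 library left out ran from 0.33 (without FT replicate 2) to 0.86 (without Sham replicate 1), with 0.38 without Sham replicate 2 and 0.39 without FT replicate 1.

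By region, PLC had the highest log2 ratio on equal-size lists, 3.14, with 9909 windows higher in FT and 558 higher in Sham. Its equal-size lists held 42330 and 40988 windows in FT and 31861 and 20097 in Sham. Sham PLC replicate 2 listed 19629 peaks in all, so its equal-size list was nearly its whole list. The FT libraries were cut from 54505 and 50668 peaks. This Sham library had a Jaccard index of 0.366 with Sham PLC replicate 1, so the PLC ratio rests in part on a weak library. MS (medial septum) followed with 2.60, and dorDG (dorsal dentate gyrus) with 2.52. In dorDG, 3409 windows were higher in FT and 2144 in Sham, against 940 in the replicate split and 1002 in the crossed split. Raphe had 2768 and 1994 windows against 1502 and 1093, a ratio of 1.88. LC (locus coeruleus) had 1944 windows higher in FT and 2236 higher in Sham, while its replicate split held 2818 and its crossed split 1121, a ratio of 1.09. On full lists PLC had 4.98, MS 4.50, dorDG 1.82 and Raphe 0.93. LC had -0.47 there (a treatment split of 4235 windows against 9862 in the replicate split) and NaCshell -0.03. On equal-size lists NaCshell had 1.12, with treatment, replicate and crossed splits of 5143, 1909 and 2827 windows. Its ratio was 1.78 with 10000 peaks and 2.31 with 5000 peaks. It was 0.84 with the shortest list of each region and 0.11 with 5 kb windows. The order of PLC and dorDG depended on the lists. PLC was also higher with 5 kb windows (6.81 against 2.53) and with the shortest list of each region (3.15 against 1.73), and dorDG with 10000 peaks (2.87 against 2.81), with 5000 peaks (2.96 against 2.44), at an equal covered length of 20.5 Mb (2.82 against 2.58) and with peaks reduced to their centres (1.60 against 1.51), where MS had 0.84. With 1 FT library the ratios were much lower in PLC, MS, dorDG, Raphe and LC. Without FT replicate 1 and without FT replicate 2 they were 0.23 and 0.33 in PLC and 0.64 and 0.78 in MS. In dorDG they were 0.43 and 0.49, in Raphe 0.78 and 0.73 and in LC 0.29 and 0.32. NaCshell kept 0.94 and 0.56. Without Sham replicate 1 and without Sham replicate 2, PLC had 2.38 and 1.46 and MS 1.49 and 1.08. There dorDG had 1.08 and 1.71, Raphe 0.90 and 0.60, LC 0.67 and 0.43 and NaCshell 0.16 and -0.083. Thus dorDG stood above PLC in each case except without Sham replicate 1. In LC the ratio was also -0.85 with 5 kb windows and 0.25 with the shortest list of each region. It was higher, at 1.75, with 10000 peaks, 2.10 with 5000 peaks, 1.79 at a covered length of 20.5 Mb and 1.90 with the replicate block. In InsularCortex, Snt and venDG the treatment split was no larger than the others on average (-0.26, -0.15 and -0.40). With a replicate left out these ranged from -0.40 to 0.42, from -0.39 to 0.38 and from -0.37 to 0.11, so their sign is not settled.

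**Figure D2:**
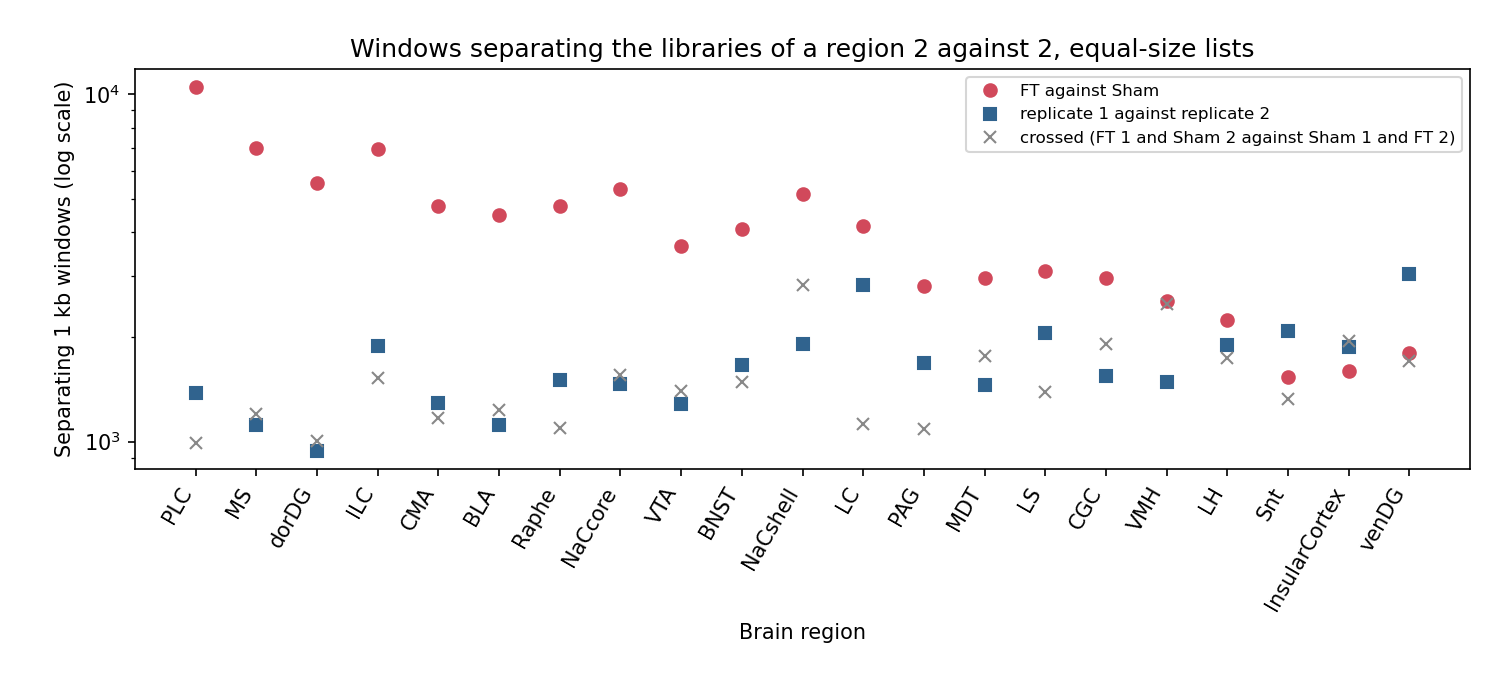
Number of 1 kb windows (y axis, log scale) that separate the 4 libraries of a region (x axis) by treatment (red circles), by replicate number (blue squares) or crossed (grey crosses), on equal-size lists. In PLC the treatment split holds windows well above both other splits, and in venDG the replicate split is the highest with 3035 windows.

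The relation of separation to the difference in list length was examined after lists were brought to equal size. Over the 21 regions, the log2 split ratio correlated with the absolute log2 ratio of peak number (Pearson r = 0.713, permutation p = 0.00026; Spearman rho = 0.686, permutation p = 0.00102). Adjusted over the 4 relations computed, these were 0.00052 and 0.00136. Without the 2 regions farthest from the median, r was 0.615. On full lists r was 0.874 (permutation p = 1e-05) and rho 0.831 (permutation p = 2e-05), with r = 0.817 without the 2 farthest. With peaks reduced to their centres the relation did not reach the threshold, at r = 0.410 (permutation p = 0.0651) and rho = 0.405 (permutation p = 0.0691), with the same p after adjustment and r = 0.290 without the 2 farthest. The labels give no sequencing batch within which the relation could be recomputed.

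**Figure D3:**
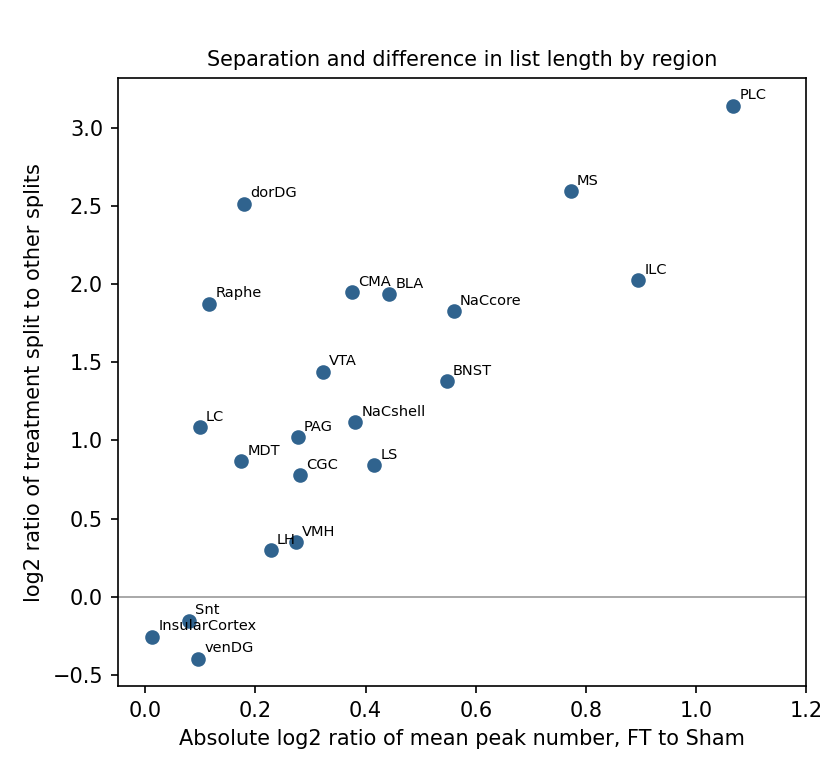
Log2 ratio of the treatment split to the mean of the other splits on equal-size lists (y axis) against the absolute log2 ratio of mean peak number in FT to Sham (x axis), 1 point per region. Pearson r is 0.713, and dorDG and Raphe lie above regions of similar list length.

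The study names dorDG, PLC, Raphe, NaCshell, MS and LC as the regions most affected in H3K27ac. Their mean rank by log2 split ratio on equal-size lists was 16, where 21 is the most separated region and chance gives 11 (permutation test, one-sided, p = 0.00839). The study chose them on the same libraries, so this is not independent evidence. On full lists the mean rank was 11.8 (p = 0.367, permutation test). It was 16.7 with the replicate block (p = 0.00258) and 17 by number of separating windows (p = 0.0014; permutation tests). With a replicate left out it was 10.8 without Sham replicate 1 and 13.7 without Sham replicate 2. Neither passed the threshold, so the higher rank of these regions depended on both Sham pools. The mean rank was 17.5 without FT replicate 1 and 17.8 without FT replicate 2.

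Changes shared by regions were sought window by window. Of 52018 windows tested on equal-size lists, 2860 were called at an adjusted p of 0.05 (exact sign test over regions, Benjamini-Hochberg), 2794 higher in FT and 66 higher in Sham. They formed 2630 and 59 loci. With the replicate block, in which pairs of the same number were the units, 5841 windows were called. Most regions then entered the sign test with 2 units that are not independent. The larger count is therefore not stronger evidence than 2860. The count depended on single pools: 0 windows were called without Sham replicate 2 (exact sign test; 4404 windows higher in FT and 497 higher in Sham at an unadjusted p under 0.05), 462 without FT replicate 1, 1784 without FT replicate 2 and 2099 without Sham replicate 1. Without HB it was 2153, with 2075 higher in FT and 78 higher in Sham. It also fell with shorter lists. With 10000 peaks 807 of 30460 windows tested were called, 782 higher in FT and 25 higher in Sham (96.9% in FT). Without HB these were 577 and 38 (93.8% in FT). With the best-scoring peaks up to a covered length of 20.997 Mb, which 2 lists (Sham HB and Sham PLC replicate 2) did not reach, 622 of 29152 windows were called, 523 higher in FT and 99 higher in Sham (84.1% in FT, against 97.7% before). With 20.5 Mb, which every list outside HB reached, and without HB, 339 of 28140 were called, 244 higher in FT and 95 higher in Sham (72.0% in FT). With each peak reduced to the window of its centre 0 were called (exact sign test; 1932 higher in FT and 711 higher in Sham at an unadjusted p under 0.05).

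The loci with the lowest p higher in FT were single windows or pairs of windows on Rn5. The first lay on chromosome 3 from 86276001 to 86277000, occupied in 40 of 47 FT and 12 of 47 Sham libraries and higher in FT in 20 regions and lower in 0 (exact sign test, p = 1.91e-06, adjusted p = 0.00722). The next were on chromosome 5 from 62688001 to 62689000 (42 FT and 13 Sham libraries), on chromosome 10 from 46538001 to 46539000 (42 and 15) and from 64704001 to 64706000 (44 and 17), and on chromosome 6 from 33354001 to 33355000 (43 and 17), with the same p. None of the 5 passed the threshold without Sham replicate 2, where the adjusted p of the first was 0.0691. Without FT replicate 1 the first had an adjusted p of 0.0534. With 10000 peaks the locus on chromosome 5 (exact sign test, adjusted p = 0.217) and the second on chromosome 10 (0.572) lost the call. At an equal covered length of 20.5 Mb without HB, these (0.228 and 0.572) and the first on chromosome 10 (0.0527) were past it no longer, and that on chromosome 6 was not tested. Higher in Sham, the first locus lay on chromosome 3 from 174067001 to 174068000, occupied in 9 FT and 27 Sham libraries (15 regions higher in Sham and 0 in FT; exact sign test, p = 6.1e-05, adjusted p = 0.00968). The locus on chromosome 11 from 93517001 to 93519000 had the largest mean difference of these, -0.58, and was occupied in 3 FT and 29 Sham libraries (exact sign test, adjusted p = 0.0108). The others lay on chromosome 18 from 36702001 to 36704000 (1 FT and 17 Sham libraries), on chromosome 9 from 41244001 to 41245000 (5 and 20) and on chromosome 9 from 7528001 to 7529000 (2 and 19). These calls were also lost under alternatives. Without Sham replicate 2 the adjusted p was 0.0938 on chromosome 3, 0.196 on chromosome 11, and 0.137 and 0.196 on chromosome 9, while the locus on chromosome 18 was not tested. On full lists the locus on chromosome 3 had a difference of 0 (exact sign test, adjusted p = 1) and that on chromosome 11 an adjusted p of 0.0679. The locus on chromosome 18 had 0.0975 with 10000 peaks and 0.122 at an equal covered length of 20.5 Mb without HB, where that on chromosome 11 had 0.0527. Without Sham replicate 1 and without FT replicate 1 the adjusted p was 0.0554 and 0.11 on chromosome 3, 0.103 and 0.147 for the first locus on chromosome 9 and 0.0554 and 0.0534 for the second. The genes at these loci were not identified here.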

Values the study reported

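The study reported a consensus set of 48,006 H3K27ac peaks over 27 brain regions. Of these, 4511 were reported as differentially acetylated in some region.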

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

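The test in this part was written down before its result was seen, although the peaks concerned had already been noticed.

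A signal appeared outside the main measurement, on sequences other than chromosomes 1 to 20 and X. Sham HB replicate 1 listed 671 peaks on 528 such sequences (2.06% of its peaks) and Sham dorDG replicate 1 listed 348 peaks on 279 (0.767%). The other 92 libraries listed none. A candidate explanation is that the authors' processing kept a wider set of sequences for these libraries, which would make the same sequences recur. Of the 279 sequences in dorDG, 198 (71.0%) were also listed in HB. This was below the 80% set in advance, so the prediction of this explanation was not met. The test does not exclude it, because a kept sequence appears in a list only when a peak was called on it. What keeps this open is that the lists do not show which sequences were kept for the other libraries. A biological explanation was not tested, since FT and other regions offered no library with such peaks. Leaving these sequences out left the mean log2 ratio of peak number at 0.36.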

How the results depend on the processing

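The alternatives with lists of equal covered length, with peaks reduced to their centres, with list length as covariate and without HB, and leaving out replicates for consensus elements, same-treatment similarity and the rank of the 6 regions, were chosen after the data were seen. The promoter share was not run, as no Rn5 annotation was used.

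Peak number, covered length, median width, the share of libraries nearest to their own region and separation on full lists kept their direction and stayed past the threshold under every alternative run for them. With a replicate left out, peak number ranged from 0.25 to 0.54, covered length from 0.39 to 0.71, the nearest-library share from 74.6% to 85.1% and full-list separation from 0.33 to 0.86. Consensus counts ranged from 96707 to 189699. The replicate block gave 0.36 for peak number and 1.61 and 1.35 for separation on full and equal-size lists. It also gave 5841 called windows, a count from up to 2 dependent units per region. Apart from that count it changed no other call.

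Separation on equal-size lists ranged from 0.65 (peak centres) to 1.99 (5 kb windows) with all libraries, and from 0.061 to 1.06 with a replicate left out, where the lone FT library lost the call. Same-treatment minus cross-treatment similarity ranged from -0.0483 to 0.139 with a replicate left out and was 0.00647 with list length as covariate. With all libraries it was 0.0300 with peak centres and 0.0496 at a covered length of 20.997 Mb. The mean rank of the 6 regions was 11.8 on full lists and ranged from 10.8 to 17.8 with a replicate left out. It did not pass the threshold on full lists or without either Sham replicate. The causes of these shifts were not tested further.

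The number of called windows was 25058 on full lists, 807 with 10000 peaks (615 without HB), 1906 and 3095 with filters of 5 and 20 libraries, 5827 with 500 bp and 1280 with 5 kb windows, 622 at a covered length of 20.997 Mb, which 2 Sham lists did not reach, 339 at 20.5 Mb in every list and without HB, and 0 with peak centres, and it ranged from 0 to 2099 with a replicate left out. Window size changes the number of windows tested. Of the 2860 windows, 493 were among the calls at 20.997 Mb, 238 among those at 20.5 Mb and 2642 among those on full lists. At 5 kb all 1280 calls were higher in FT.

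By region, the ratio on equal-size lists turned negative with 5 kb windows in LC (-0.85) and VMH (-0.40). With a replicate left out it ranged from -0.051 to 1.32 in BNST, -0.14 to 0.84 in CGC, -0.27 to 2.09 in ILC, -0.91 to 1.61 in LH, -0.57 to 1.57 in LS, -0.13 to 0.94 in MDT, -0.083 to 0.94 in NaCshell, -0.27 to 1.27 in PAG, -0.31 to 0.83 in VMH, -0.40 to 0.42 in InsularCortex, -0.39 to 0.38 in Snt and -0.37 to 0.11 in venDG. Snt was also positive with 5 kb windows (0.54), the shortest list of each region (0.16) and the replicate block (0.21), and venDG with the replicate block (0.08); the cause was not tested. Depth, which the lists do not give, limits all comparisons of list length.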

Other observations

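Of the tests in this part, those on chance, on splits of the pools, on peak centres, on another region and on another genome build, the comparisons at equal covered length and with 10000 peaks and the share of HB peaks at the stricter threshold were chosen after the result was seen.

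The consensus count here was 134130. That is higher than the value quoted from the study above, but the rules and the set of libraries differ, so the counts are not of the same kind. At the stricter threshold the count here was 96707.

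Windows changed in the same direction across regions were weighed against several explanations. Chance cannot be excluded at the level of pools. The same 4 pools supply every region and can be split 2 against 2 in only 3 ways; over the 21 regions 1 of the 3 splits, the real one, gave as many as 1020 windows, and the highest of the others gave 0. Assigning treatment at random anew in each region gave at most 0 windows against 2860 (1 of 100 assignments, the real one, gave as many), but this excludes only chance that acts on each region apart. A shift of a whole pool stays open, as no window was called without Sham replicate 2. Wider peaks in FT lists may account for part of the pattern. With lists that all reach a covered length of 20.5 Mb, without HB, 244 windows were called higher in FT and 95 higher in Sham (72.0% in FT; 28140 tested), against 2075 and 78 on equal-size lists without HB. Shorter lists alone did not bring the same fall, as 10000 peaks without HB gave 577 and 38 (93.8%; 29980 tested). Whether wider peaks account for all of it cannot be told apart from other causes. The count of 244 equals 8.73% of the 2794 called with HB, below the 10% set as a full account, but 11.8% of the 2075 called without it. Neither share decides this, because the lists at 20.5 Mb are also shorter (28140 windows tested against 51184 on equal-size lists without HB). The lists of 10000 peaks, nearer in windows tested, had 577. FT peaks also stayed wider at 20.5 Mb, with a median width of 2270 ± 105 bp against 2043 ± 290 bp in Sham (SD, n = 46 libraries each). The pattern may also reflect windows that any longer list holds. Over tested windows, FT minus Sham occupancy correlated with the longer minus the shorter list of the same treatment at r = 0.434, across 44 pairs, where random orientation of the pairs gave at most 0.278. Windows are not independent replicates. A response of chromatin to fluoxetine that lengthens the lists stays open as untested.

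Separation of FT from Sham on equal-size lists was not wholly due to more windows in the FT lists: with peaks reduced to their centres, so that lists hold nearly the same number of windows, the mean log2 ratio was 0.65 (permutation p = 1e-05). A difference in enrichment or depth between the Sham and FT sets that changes the ranking of peaks was not tested, because the lists hold no depth.

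The higher similarity of same-treatment libraries may follow from list length. With length as covariate the difference was 0.00647 (permutation p = 0.278), which does not show that there was none. With peaks reduced to their centres it was 0.0300, positive in 19 of 21 regions. At a covered length of 20.997 Mb, which Sham PLC replicate 2 did not reach, it was 0.0496, positive in 20 (permutation tests by sign-flip, p = 1e-05 each). Unequal numbers of windows thus did not account for all of it, while an effect of yield on the ranking of peaks stays open. Libraries of unequal yield were also less similar without any change of treatment. Over 21 regions, the Sham minus FT difference in list-length inequality correlated with that in Jaccard index at r = -0.733 (permutation p = 0.00052; rho = -0.826, permutation p = 3e-05; r = -0.708 without the 2 farthest regions). Whether their best peaks differed was not tested, as equal-size lists hold unequal numbers of windows and this correlation was not recomputed with peak centres. Since FT lists were longer in most regions, yield and treatment are largely confounded.

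The FT effect on peak number was not shown to differ among regions (permutation of paired differences over 21 regions, p = 0.176). Uneven yield of Sham libraries may lie behind its range, since the SD over regions of log2 peak number was 0.29 in Sham and 0.13 in FT, a ratio of 2.30.

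The Sham HB library is one to look at again. Its highest Jaccard index with another library, 0.0285, lay below every pair of libraries of different regions among the rest (lowest 0.204), which argues against another brain region under this label. Its peaks per Mb over 21 chromosomes correlated with the median of the others at r = -0.371, where every other library reached at least 0.941, which argues against the same peaks in coordinates of another build. Background signal in place of enrichment could explain the narrow peaks of 500 bp and the low share of peaks past the stricter threshold, 25.3% against at least 48.5% in every other library, although weak enrichment would give the same. Against it, the coefficient of variation of peaks per Mb over chromosomes, 27.9%, lay within the 27.0% to 33.5% of the others, the outcome set in advance as speaking against it. As background can itself vary over chromosomes, this stays open and cannot be told apart from other failures of the library. A biological explanation was not tested, as HB has 1 Sham library.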
